A study of Drosophila melanogaster with 8 samples. Its data were reported in "Linker histone H1 prevents R-loop accumulation and genome instability in heterochromatin" (2017).

How the data were processed

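γH2Av was measured by ChIP-seq in Drosophila S2 cells in 2 conditions, WT and RNAi against dH1, with 2 replicates each. The 8 samples were 4 ChIP samples and 4 inputs. For RNAi, cells were kept for 8 days with 100 μg of double-stranded RNA, added on days 1, 4 and 7. Groups and replicate numbers were taken from the sample labels.

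Reads had been aligned by the authors to dm3 with Bowtie 0.12.5, with up to 2 mismatches in the seed and with every alignment site of a read kept, up to 10000. A read from a repeat therefore counted at each of its copies, so that peaks on repeated sequences share reads and their number depends on how many copies the assembly holds. Duplicates had been removed with sambamba 0.5.1. Peaks had been called with MACS 1.4 in each ChIP library against its own input, at p below 1e-05, with no pooling of replicates. A peak called in one list and missing from another may thus differ only slightly in reads. The deposited lists hold a position and a score per peak, and the score is that of the authors' caller, −10 times the log10 of its p-value. The lowest deposited score was 50.01. This score grows with read depth, so it was used only to rank or filter peaks within a list. A minimum score set for all lists is therefore not equally strict in each. Of the lists, 4 were identical copies and were not used. The input samples entered through the peak calls alone.

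Read depth per library is unknown from peak lists, and the precision of a share follows from the number of peaks in the list, between 3037 and 3925. Intervals are 95% Wilson intervals and cover counting error only. Peaks were compared with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Overlap of 2 lists required at least 1 bp and was averaged over both directions. Chance overlap was obtained by shifting one list of a pair around each chromosome, 1000 times with a fixed seed, with the highest peak end of the 4 lists as the chromosome's length. Peaks of all lists that overlapped were merged into regions, and a region was a target of a condition when both of its replicates called it. Heterochromatic assemblies were the sequences with names ending in Het, U and Uextra. The within-list rank of a peak was its score's percentile, and tied scores shared a rank.

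Values per library were compared with exact permutation tests of the difference of means over the 6 labelings, two-sided. Mean overlap was compared over the 3 splits into pairs. Shares of regions were compared with Fisher's exact test, two-sided, and a family of 3 tests of the heterochromatic share was adjusted by the Benjamini-Hochberg method. Its test of WT-only regions against regions of all 4 libraries was added to the planned ones. Apart from that test, the tests, the alternatives and the rule for named regions were chosen before the data were examined. Other exceptions are listed as later choices in the closing section. The rule for named regions took the 5 dH1-only regions, the 5 WT-only regions and the 5 regions of all 4 libraries with the smallest worst-case rank. Alternatives were a minimum score of 100, lists of equal size (3037 top peaks each), each library left out, replicate number as a block, other definitions of heterochromatic assemblies, overlap of at least 50% of the shorter peak, peaks up to 1000 bp apart merged, calls in at least 1 replicate, and regions within 10 kb counted as 1 cluster. The procedure was tested on simulated lists with 4731 regions, from which 2% of peaks were dropped at random, far fewer than real replicates failed to share, so that the recovery checks the code and not the power in the real lists. Of 200 planted dH1-only regions it found 195 (97.5%) with 0 false ones, it gave a heterochromatic share of 30.3% where 30% was planted, and unrelated lists overlapped by 1.01 times the shifted value.

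Differential enrichment from reads was not run, since reads were not analysed here. Promoters and repeats were not analysed here, because the gene table at hand is of another genome build.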

Results

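γH2Av, the form of the Drosophila histone variant H2Av that is phosphorylated near DNA breaks, was mapped by ChIP-seq in S2 cells, a cultured Drosophila cell line. According to the paper, the same residue is also phosphorylated at promoters in relation to transcription, so a peak need not mark a break. In ChIP-seq, chromatin bound by an antibody is recovered and sequenced, and stretches with more reads than an input of total chromatin are called as peaks. Cells labelled WT were compared with cells treated by RNAi against the linker histone dH1, which received double-stranded RNA over 8 days. The paper describes the control cells of this experiment as untreated, and no sample received a control double-stranded RNA. An effect of the RNA treatment itself therefore cannot be told apart from that of dH1 depletion. Each condition had 2 replicates, and each replicate had a γH2Av ChIP sample and an input sample, so that the 8 samples made 4 ChIP libraries with their own inputs. The values analysed were the 4 peak lists, called by the authors in each ChIP library against its input. The number of reads behind each list is unknown, since a peak list does not hold it, and the knockdown of dH1 could not be measured in peak lists. Coordinates are those of the dm3 build. With 2 libraries against 2, the smallest two-sided p of an exact permutation test is 0.333. No difference between conditions could therefore pass 0.05 by this test at the level of libraries.

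The first comparison asked whether dH1 depletion changed how much of the genome was called as enriched. WT replicate 1 had 3761 peaks and WT replicate 2 had 3925. The dH1 RNAi libraries had 3733 and 3037 peaks, for replicates 1 and 2. The means were 3843 ± 116 peaks in WT and 3385 ± 492 in dH1 RNAi (SD, n = 2), and the difference was smaller than the spread between the dH1 RNAi replicates (exact permutation test, two-sided p = 0.333). It came mostly from dH1 RNAi replicate 2: the difference of means was -458 peaks with all libraries, -110 without dH1 RNAi replicate 2 and -806 without dH1 RNAi replicate 1. Among the alternatives that kept all libraries, the one that moved it most was a minimum score of 100, with a difference of -490 peaks. The peaks covered 11.3 and 12.1 Mb in the WT libraries and 11.0 and 8.99 Mb in the dH1 RNAi libraries. The mean covered length was 11.7 ± 0.568 Mb in WT and 10.0 ± 1.45 Mb in dH1 RNAi (SD, n = 2, exact permutation p = 0.333), a difference of -1.68 Mb that shrank to -0.692 Mb at equal list size. Median peak width lay between 2394 and 2505 bp in the 4 libraries, with means of 2475 ± 42.4 bp in WT and 2423 ± 41.0 bp in dH1 RNAi (SD, n = 2, exact permutation p = 0.667). The difference of -52 bp became 8.25 bp among peaks with a score of at least 100 and -168 bp at equal list size (exact permutation p = 1 and 0.333).

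Whether γH2Av peaks moved to heterochromatin was addressed through the dm3 sequences that hold heterochromatic or unplaced DNA, namely those whose names end in Het, U and Uextra. Any heterochromatin within the large arms, as near centromeres, or on chromosome 4 was not counted. The shares are therefore those of these sequences and not of all heterochromatin. In WT replicate 1, 457 of 3761 peaks lay on these sequences, a share of 12.2% (95% Wilson interval 11.1 to 13.2%). In WT replicate 2 the share was 3.29% (129 of 3925 peaks, 2.77 to 3.89%). The dH1 RNAi libraries had shares of 4.61% (172 of 3733 peaks, 3.98 to 5.33%) and 4.51% (137 of 3037 peaks, 3.83 to 5.31%). These intervals cover counting error only. The mean share was 7.72 ± 6.27% in WT and 4.56 ± 0.0683% in dH1 RNAi (SD, n = 2, exact permutation p = 1), so that the replicates of WT differed by more than the conditions did. The sign of the difference rested on WT replicate 1: it was -3.16 percentage points with all libraries and 1.27 without that library. Counting only the sequences with names ending in Het, the mean shares were 1.46 ± 0.412% in WT and 1.67 ± 0.243% in dH1 RNAi (SD, n = 2, exact permutation p = 0.667), a difference of 0.209 percentage points. With Uextra left out the difference was -0.397 points, so that most of it lay on Uextra.

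**Figure D1:**
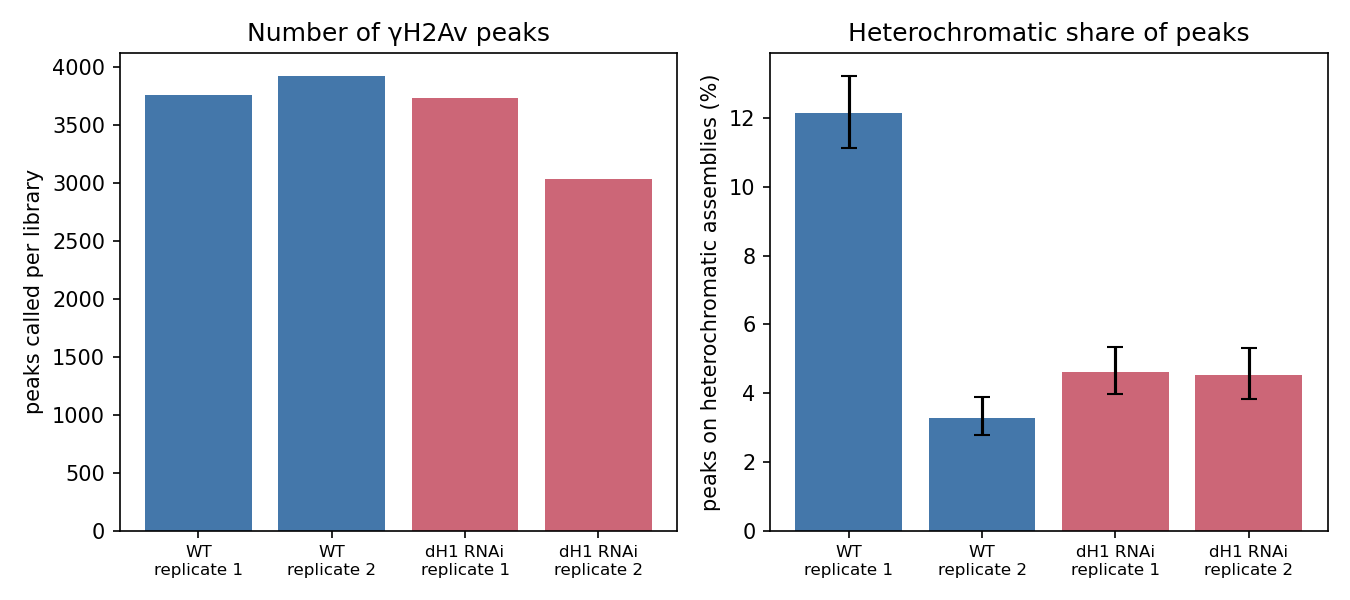
Left, number of γH2Av peaks called in each ChIP library; right, percent of those peaks on heterochromatic assemblies (sequences with names ending in Het, U and Uextra), with 95% Wilson intervals as error bars. WT libraries are blue and dH1 RNAi libraries red; the share was 12.2% in WT replicate 1 and between 3.29 and 4.61% in the other 3 libraries.

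The score that the caller gave each peak was used as a rank within its own list. The median heterochromatic peak stood at percentile 29.0 and 25.7 of its list in the WT libraries, and at 19.5 and 19.4 in the dH1 RNAi libraries, where 0 is the weakest peak. The means were 27.3 ± 2.28 in WT and 19.4 ± 0.0291 in dH1 RNAi (SD, n = 2, exact permutation p = 0.333). The difference was larger than the SD in either condition, with the p-value at the smallest that this test allows. The median heterochromatic peak was in the weaker part of all 4 lists. The lower rank in dH1 RNAi was not kept among peaks with a score of at least 100. There the difference of -7.90 percentile points became 7.09 (exact permutation p = 0.333). It shrank to -2.40 points at equal list size and to -0.318 points with Uextra left out (exact permutation p = 1 for both). The lower rank was kept with names ending in Het alone (-8.87 points, exact permutation p = 0.667) and with chromosome 4 added (-7.20 points, exact permutation p = 0.333).

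The overlap of the lists was compared within and between conditions, as the mean over both directions of the share of peaks that overlapped a peak of the other list. The WT replicates overlapped by 78.8% and the dH1 RNAi replicates by 85.6%. The 4 pairs across conditions overlapped by 78.2 to 87.0%, with the highest value between WT replicate 2 and dH1 RNAi replicate 1. The mean was 82.2% within conditions and 81.5% between them, and 2 of the 3 ways to split the libraries into pairs gave a mean at least as high as the labelled one (exact permutation p = 0.667, the smallest possible being 0.333). The difference of 0.693 percentage points changed sign with the libraries used: it was -5.01 without dH1 RNAi replicate 2 and 6.18 without WT replicate 2. All pairs overlapped far more than lists shifted along the chromosomes. Shifted lists overlapped by 13.4 to 16.0% on average, so that the observed overlap was 5.17 to 6.07 times higher, and 0 of 1000 shifts reached it in any pair.

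Merging overlapping peaks of the 4 lists gave 4731 regions, of which 2320 were called in all 4 libraries. Regions called in both replicates of a condition, its targets, numbered 2904 in WT and 2668 in dH1 RNAi. The 2320 common regions were 79.9% of the WT targets (95% Wilson interval 78.4 to 81.3%) and 87.0% of the dH1 RNAi targets (85.6 to 88.2%). At equal list size, with the 3037 top peaks of each library, the shares were 88.1 and 80.0%, so that which condition had the higher share depended on the lengths of the lists.

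Condition-specific regions were those called in both replicates of one condition and in neither of the other. There were 50 dH1-only and 172 WT-only regions. The difference of -122 was matched or exceeded in 4 of the 6 labelings (exact permutation p = 0.667). The real split of the libraries gave 222 regions exclusive to a pair, the split by replicate number 93, and the crossed split, which pairs WT replicate 1 with dH1 RNAi replicate 2, gave 285. The labelled split thus lay between the other two. At equal list size the counts were 82 dH1-only and 98 WT-only regions. Without 1 library the definition needs fewer calls, and the counts rose to between 113 and 269 dH1-only regions and between 202 and 705 WT-only regions, the highest of both being those without WT replicate 2.

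**Figure D2:**
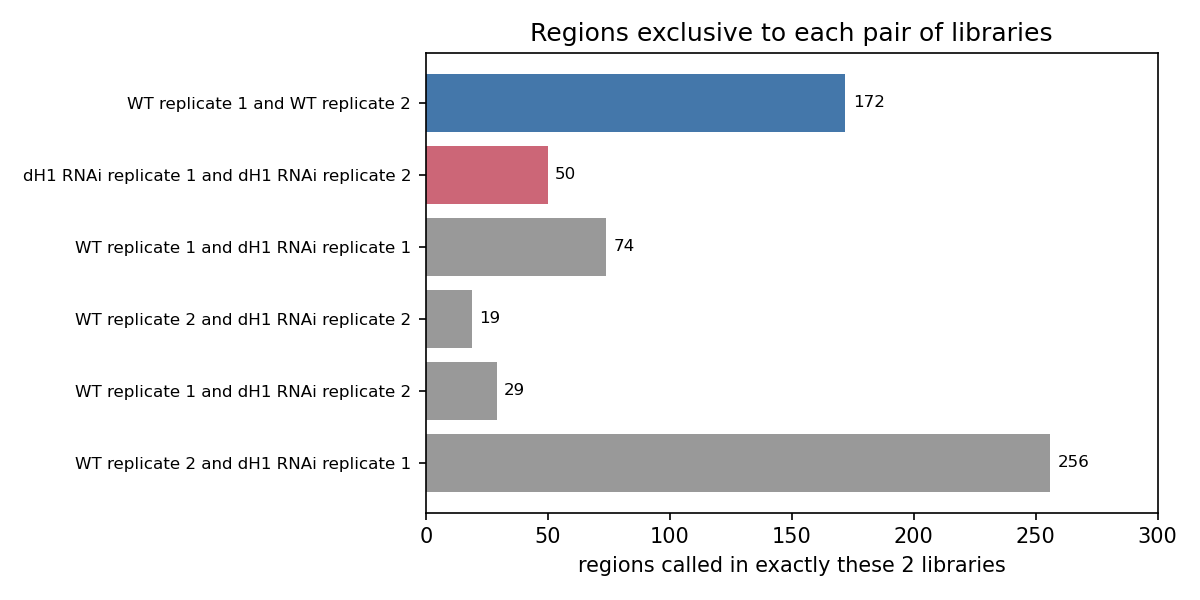
Number of merged regions called in exactly the 2 libraries named on the vertical axis and in neither of the others. The pair of WT libraries is blue, the pair of dH1 RNAi libraries red and the pairs across conditions grey; the largest of the 6 pairs, with 256 regions, joins WT replicate 2 and dH1 RNAi replicate 1.

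The share of heterochromatic sequences among dH1-only regions was compared with that in WT-only regions and in regions called in all 4 libraries. It was 16% for dH1-only regions (8 of 50, 95% Wilson interval 8.34 to 28.5%), 5.23% for WT-only regions (9 of 172, 2.78 to 9.64%) and 2.97% for regions of all 4 libraries (69 of 2320, 2.36 to 3.75%). The dH1-only share was higher than the WT-only share by Fisher's exact test (two-sided p = 0.0287, 0.0431 after Benjamini-Hochberg adjustment over the 3 tests of this family). It was also higher than that of regions in all 4 libraries (Fisher's exact p = 0.000153, adjusted 0.00046). WT-only regions and regions of all 4 libraries did not differ by this test (Fisher's exact p = 0.109, adjusted 0.109). These tests compare lists of regions, not replicates of the conditions, because neighbouring regions and repeated sequences are not independent. Among the pairs across conditions, the share was high in both that held WT replicate 1, the library with the most Uextra peaks. It was 32.4% (24 of 74) for WT replicate 1 and dH1 RNAi replicate 1, and 34.5% (10 of 29) for WT replicate 1 and dH1 RNAi replicate 2. For WT replicate 2 and dH1 RNAi replicate 1 it was 3.52% (9 of 256). For WT replicate 2 and dH1 RNAi replicate 2 it was 0 of 19 regions, with a 95% Wilson upper limit of 16.8%. The call depended on the score and on Uextra. With a minimum score of 100, 0 of 31 dH1-only regions were heterochromatic, against 2.46% of regions in all 4 libraries (44 of 1789). By a limit of 3 counts of 31, not a Wilson interval, this allows a share of up to 9.68%. With Uextra left out, 2 of 44 dH1-only regions were heterochromatic and the difference from WT-only regions was 3.33 percentage points (Fisher's exact p = 0.196).

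By a fixed rule, 5 regions of each class were named, those with the best within-list rank in the library that ranked them worst, rank 1 being the highest score. The dH1-only region at 2R 14737302 to 14742929 ranked 294 in dH1 RNAi replicate 1 and 178 in dH1 RNAi replicate 2. The next were 3L 21558460 to 21563956 (ranks 238 and 308), 2R 3966433 to 3975409 (ranks 61 and 318), 2R 19903166 to 19913072 (ranks 253 and 364) and 3L 16579060 to 16586387 (ranks 416 and 1177). The latter 2 joined a region called in WT when peaks up to 1000 bp apart were merged. Among WT-only regions, 3L 3899973 to 3907025 ranked 557 in WT replicate 1 and 414 in WT replicate 2. The next were 2L 21822179 to 21832397 (ranks 130 and 759), 3L 20517490 to 20521115 (ranks 990 and 1089), 3R 22700191 to 22705489 (ranks 1191 and 785) and 2L 21790339 to 21800810 (ranks 24 and 1627). With peaks up to 1000 bp apart merged, 2 of these 5 stayed WT-only. The regions of all 4 libraries with the best ranks were 3L 18856929 to 18866839, 2L 16726881 to 16733725, 4 1045817 to 1054005, 2L 10234494 to 10240572 and 3L 5595932 to 5603542, whose worst ranks were 8, 23, 24, 27 and 29. All 15 named regions lay on the large arms or chromosome 4, and none on a heterochromatic assembly. The genes in them were not analysed here.

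**Figure D3:**
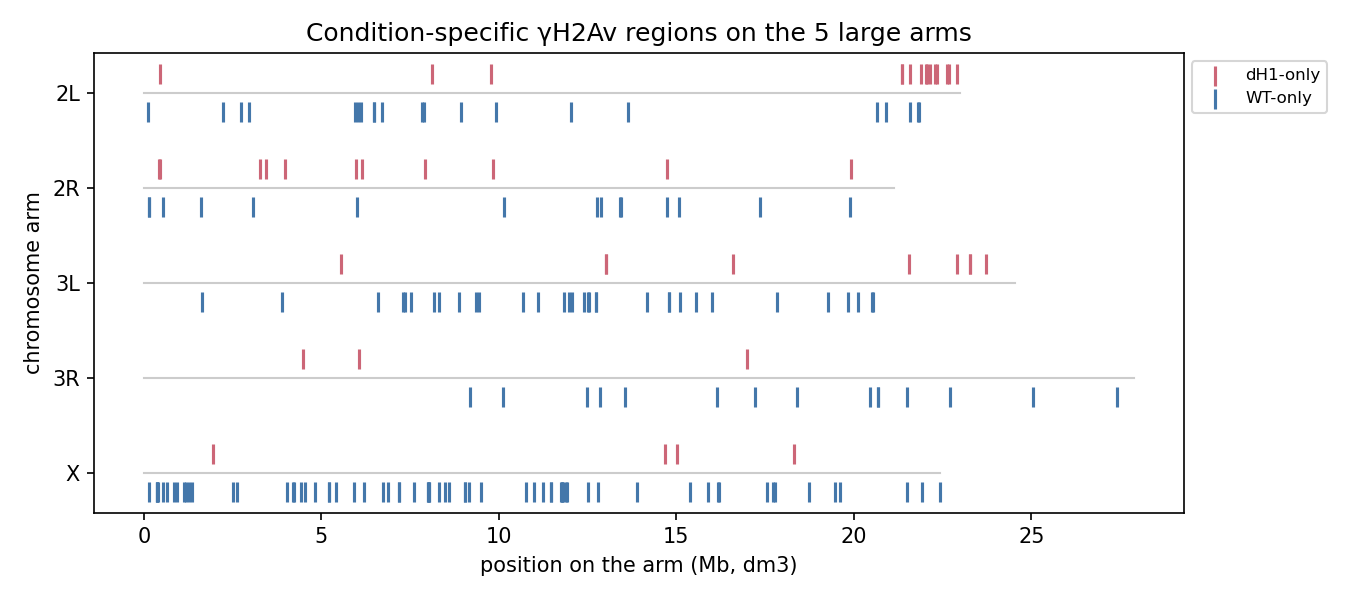
Positions (Mb, dm3) of the dH1-only regions (red, above each line) and the WT-only regions (blue, below) on the 5 large chromosome arms, with each arm drawn up to its last peak. Of the 15 dH1-only regions on 2L, 12 lay in the last 2 Mb, and 69 of the 172 WT-only regions lay on X.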

Values the study reported

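From read counts in the peaks, the study reported 166 regions with increased γH2Av in cells depleted of dH1 and 26 regions with reduced γH2Av.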

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

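Tests chosen only after the result was seen were those of the X share, of the centromere-proximal share and of named regions under each alternative, overlap against chance at other list sizes, crossed replicate numbers, and condition-specific regions with Uextra left out. Promoters and repeats with a 1000 bp window were not run.

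The difference in number of peaks and in covered length kept its sign under each alternative run. The number differed by -806 to -110 peaks and the length by -2.70 to -0.656 Mb across the 4 fits that each left out one library. The difference in median width became 8.25 bp with a minimum score of 100 and -168 bp at equal list size. The heterochromatic share differed by -0.397 percentage points with Uextra left out, by 0.209 when only names ending in Het counted, and by -7.59 to 1.27 points when one library was left out, the positive value being that without WT replicate 1. Within-list rank differed by 7.09 percentile points with a minimum score of 100 and by -2.40 at equal list size, and the cause was not tested. It differed by -8.87 points with names ending in Het alone and by -7.20 with chromosome 4 added. Replicate overlap minus overlap between conditions ranged from -5.01 to 6.18 points when one library was left out. Overlap against chance was 5.98 times the shifted value with a minimum score of 100 and 6.04 times at equal list size.

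Common regions made up 76.6% of WT targets with a minimum score of 100, 88.1% at equal list size and 75.8% when 1 replicate was enough. They made up 80.0% of dH1 RNAi targets at equal list size, 89.2% with peaks up to 1000 bp apart merged and 93.6% when 1 replicate was enough. Without one library these shares ranged from 66.4 to 93.1% and from 76.8 to 94.8%. There were 31 dH1-only regions with a minimum score of 100, 82 at equal list size and 233 when 1 replicate was enough, and 98 WT-only regions at equal list size and 1090 when 1 replicate was enough. The last setting and the fits without one library ask for fewer calls, which raises counts by construction: the latter gave 113 to 269 dH1-only and 202 to 705 WT-only regions. dH1-only minus WT-only counts were negative in each alternative run, with -16 regions at equal list size and -444 to -15 without one library.

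The higher heterochromatic share of dH1-only regions depended most on the setting. Against WT-only regions it differed by -0.595 points with a minimum score of 100 and by -8.14 points when 1 replicate was enough, which was past 0.05 in the opposite direction (Fisher's exact p = 0.0148), and it was no longer past 0.05 at equal list size (3.86 points), with names ending in Het alone (3.42), with chromosome 4 added (4.95) or with Uextra left out (3.33). Against regions of all 4 libraries it differed by 20.6 points when 1 replicate was enough (Fisher's exact p = 4.97e-27) and by -2.46 points with a minimum score of 100, and was no longer past 0.05 at equal list size (2.29), with names ending in Het alone (2.53) or with Uextra left out (2.76). Overlap of at least 50%, merging up to 1000 bp and counting clusters kept both calls. Without one library the differences were -40.2 to 21.9 points against WT-only regions, the negative one being that without WT replicate 2, and 3.04 to 22.7 points against regions of all libraries. The few regions limit the comparison, and the cause of the lost calls was tested only for weak peaks and is given with the other observations.

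With replicate number as a block, the paired differences were -28 and -888 peaks, -0.254 and -3.10 Mb, -51 and -53 bp, -7.54 and 1.22 points of heterochromatic share, and -9.49 and -6.31 points of rank. The mean differences under the block are those without it (-458 peaks), and the smallest p of the exact sign-flip test is 0.5, so the block could make no call. Same-numbered libraries deviated with a correlation of -0.142 over regions, and crossing the numbers, done for the number of peaks alone, could make no call either. Of the 15 named regions, 5 changed class, each with peaks up to 1000 bp apart merged. The X and centromere-proximal comparisons kept their direction in each alternative run, and the proximal one was no longer past 0.05 in clusters with 2L left out (11.5 points). Without one library the X excess was 6.09 to 22.1 points and the proximal excess 1.49 to 28.8 points.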

Other observations

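Tests chosen only after the result was seen were those of list depth for Uextra, of list length and of other splits for the X chromosome, of list sizes and exchanged labels for exclusive regions, of weak peaks for the heterochromatic share, and of WT replicate 2 and of 2L alone for centromere-proximal regions, as were the X, chromosome 4 and centromere-proximal comparisons themselves.

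There were 50 dH1-only regions here. That is lower than the number of regions with increased γH2Av quoted from the study above. There were 172 WT-only regions here. That is higher than the number with reduced γH2Av quoted from the study above. The measures differ, because presence in a peak list was counted here and read counts were tested in the study.

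WT replicate 1 had 329 peaks on Uextra, the collection of unplaced sequence, against 64 in WT replicate 2 and 92 and 65 in the dH1 RNAi libraries, and 259 of the 520 regions called in that library alone lay there. A deeper library or a looser threshold would give an excess that is lost in lists of equal size, yet 192 Uextra peaks remained in WT replicate 1 against at most 65 in the other 3 libraries. Whole copies of one sequence in like surroundings would share width and score, but 1 of the 329 peaks (0.304%) had such a twin. Whole copies in unlike surroundings could differ in both, so the lack of twins does not exclude them. These, partial copies that share part of their reads, and a difference in the input of that library stay open. Since the other WT library lacks the excess, it does not follow the condition, and no biological explanation was tested.

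The X chromosome held fewer peaks in the dH1 RNAi libraries, 13.3 and 10.6% against 14.8 and 15.4% in WT. The means were 15.1 ± 0.465% in WT and 11.9 ± 1.88% in dH1 RNAi (SD, n = 2, exact permutation p = 0.333). Of the 172 WT-only regions, 69 lay on X (40.1%), against 275 of 2320 regions in all 4 libraries (11.9%, Fisher's exact p = 3.76e-19), 4 of 50 dH1-only regions and 51 of 378 regions exclusive to a pair across conditions (13.5%). The excess over regions of all libraries was 36.0 points with a minimum score of 100, 38.2 at equal list size, and 6.09 without WT replicate 2 and 14.2 without WT replicate 1, which ask for fewer calls. Loss of weak X peaks from shorter lists is argued against by the X share in lists of the 500 to 3000 top peaks, where both WT libraries stood above both dH1 RNAi libraries at all 6 sizes, by at least 1.48 percentage points. A few altered segments are argued against by the spread of the 69 regions over 20 bins of 1 Mb, as many as random draws of X regions called in both WT libraries (median 20, with 95% of draws between 18 and 22). In regions of all 4 libraries, the median within-list percentile of X minus that of the autosomal arms was -3.23 and -7.27 in WT and -11.4 and -17.3 in dH1 RNAi, a change of -9.09 points. Fewer X copies per cell in the depleted cultures and a true X-wide fall of the mark both predict this and cannot be told apart, since no input was analysed here. Of the 3 splits of the libraries, 1, the labelled one, gave so large a difference of X share, which is the least that 3 splits can give and leaves a coincidence of library differences open. The WT-only excess was not special to X: chromosome 4 held 10 of 172 WT-only regions (5.81%) against 20 of 2320 regions in all 4 libraries (0.862%, Fisher's exact p = 1.7e-05), and 1.12 and 1.22% of WT peaks against 0.884 and 0.922% of dH1 RNAi peaks. The cause of the chromosome 4 difference was not tested. An effect of dH1 depletion along X may be one explanation of the X values and remains a hypothesis.

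More regions were exclusive to the crossed split (285) than to the labelled split (222), an excess of 63 with a counting error of 22.5. At equal list size the totals were 189 and 180, an excess of 9 with a counting error of 19.2. Unequal list sizes would give this for the totals. The pair of WT replicate 2 and dH1 RNAi replicate 1 still had 132 exclusive regions at equal list size, and the other crossed pair 57. The labelled pairs had 98 (WT-only) and 82 (dH1-only), so the totals hide a large pair across conditions. An exchange of labels between a WT and a dH1 RNAi library cannot be told apart from correct labels by overlap: at equal list size the mean overlap within pairs was 0.165 percentage points higher in the crossed split (83.1%) than in the labelled split (83.0%).

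The heterochromatic share of dH1-only regions may come from weak peaks near the calling threshold. Among peaks with a score of at least 100 it lay -2.46 points from that of regions in all 4 libraries, with 0 of 31 regions, and the median heterochromatic peak stood at percentile 19.4 to 29.0 of its list. Regions exclusive to a pair across conditions had 11.4% on heterochromatic assemblies (43 of 378), 24 and 10 of them in the pairs that held WT replicate 1. A gain of γH2Av at repeats that leaves only weak peaks in dH1-depleted cells stays open here, because repeats were not analysed. The study itself reported that regions with gained γH2Av were rich in repeats, and found gains at repeats by ChIP followed by PCR.

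Of the 42 dH1-only regions on the 5 large arms, 18 lay in the 2 Mb nearest the centromere (42.9%), against 207 of 2231 regions in all 4 libraries (9.28%, Fisher's exact p = 1.76e-08), and 12 of these were on 2L. On the other 4 arms, 6 of 27 dH1-only regions were proximal against 159 of 1779 (Fisher's exact p = 0.0311), with 2 on 2R, 4 on 3L and 0 on 3R and X. With regions within 10 kb counted as 1 cluster this was not past 0.05 (5 of 25, Fisher's exact p = 0.0615), so a segment altered on 2L alone stays open, with too few regions on the other arms to decide. On all 5 arms, clusters of regions within 10 kb kept the excess (16 of 39, Fisher's exact p = 3.17e-07). Few regions were joined this way, so repeated counting of domains broader than 10 kb was not tested and stays open. Peaks with a score below 100 in the dH1 RNAi libraries do not account for all of the excess. Among peaks with a score of at least 100, 11 of 31 dH1-only regions were proximal against 166 of 1732 (Fisher's exact p = 0.000108). The cut held for all lists, so a region with a weaker WT peak counted as dH1-only. Small differences around the cut therefore stay open. The pattern rested on WT replicate 2: without that library the difference of 33.6 points fell to 1.49, and its own list had 7.98% of arm peaks in these windows against 10.2 to 10.9% in the other 3. Regions called in every library but WT replicate 2 were proximal in 34.2% of cases (26 of 76, Fisher's exact p = 5.39e-09), although WT replicate 1 called them as well. A shortage of proximal peaks in WT replicate 2 alone is therefore a candidate explanation that does not involve dH1. Of the 3 splits, 1, the labelled one, held a pair with so high a proximal share, which is the least that 3 splits can give. An effect of dH1 depletion near centromeres stays open in the peak lists, as untested beyond this. With an antibody on metaphase chromosomes, the study saw some intense γH2Av signals in dH1-depleted cells, mostly beside centromeres and at telomeres. The windows used here were not counted among the heterochromatic assemblies.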
